A study of Mus musculus with 24 samples.

How the data were processed

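Messenger RNA of the left ventricle of 24 C57Bl6/J mice was sequenced as stranded libraries, 1 library per mouse. The libraries formed 8 groups of 3, from male and female mice under 4 conditions. These were untreated control at day 28, metabolo-hypertensive stress (MHS, angiotensin II infusion with a high-fat diet) at day 28, untreated control at day 56, and reverse remodeling after MHS (MHS_RR) at day 56. Libraries are named here by sex, condition, day and replicate.

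The authors deposited 1 table of TPM (a length-corrected share of the transcripts of a library) with 24972 gene symbols and 24 columns. The labels name STAR and Salmon and the mm9 genome without versions. Each column summed to 1e+06, so the values hold no read counts, the sequencing depth of each library is unknown, and no counting error could be given. All columns were matched to a library. There were 5995 genes at 0 in every library, and 0 pairs of libraries were identical. Of the 15 listed mitochondrially encoded genes 0 were in the table. The annotation at hand was GENCODE M21 for mm10, another build, so no coordinates are given. It served only for transcript length and GC content by symbol, available for 12931 of the 13058 tested genes (99%).

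Groups were taken from the sample titles and the group tag. The time and treatment tags differ from the titles for 12 libraries, since the libraries titled MHS at day 28 carry the tags of untreated day 56 mice and the libraries titled control at day 56 carry those of treated day 28 mice. Grouping by these tags was run as an alternative. The values of Xist and of the Y-linked genes were used only to check the sex labels.

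Genes with a TPM of at least 1 in at least 3 libraries were kept, which left 13058 genes. Values were taken as log2(TPM + 1), so fold changes of genes with low TPM are understated. A linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with an intensity trend), which left 16 residual degrees of freedom. In total 13 two-sided comparisons were made. They were MHS against control at day 28 and MHS_RR against control at day 56 in each sex and as the mean of both sexes, the female minus male difference of each effect, the MHS_RR effect minus the MHS effect in each sex, female against male controls, and day 56 against day 28 controls in each sex. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. The words rose, fell, higher and lower are used for called genes, and a gene that was not called is named as such. Errors of fold changes are standard errors from limma and errors of TPM are standard deviations, with n = 3 libraries per group. The p-values measure only the spread between these samples.

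The comparisons, the tests, the 28 gene lists and the rule for naming genes were chosen before the data were examined. The rule named, among called genes with TPM ranges of the 2 groups that did not overlap and a mean TPM of at least 5 in the higher group, the 12 highest and the 12 lowest log2 fold changes of each treatment comparison within 1 sex and of the control comparison of the sexes. Ranges of 3 against 3 libraries fail to overlap by chance in 10% of genes. For differences of effects it named the 5 genes with the lowest adjusted p in each direction, and 22 further genes were named in every comparison. In each list the 4 members with the lowest p were eligible. Predicted genes without a functional name were counted but not named. Genes outside the rule are named as chosen after their values were seen. Results for some genes are not reported.

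The lists covered hypertrophy and wall stress, extracellular matrix, fatty acid oxidation, glycolysis, the nuclear-encoded respiratory chain, mitochondrially encoded genes, the circadian clock, the adult sarcomere, calcium handling and ion channels, the renin-angiotensin and endothelin system, immediate early genes, heat shock and the unfolded protein response, antioxidant and metallothionein genes, interferon-stimulated genes, proliferation, ribosomal proteins, sex-linked genes and markers of macrophages, lymphocytes, granulocytes and mast cells, endothelium, mural cells, fibroblasts, mesothelium, adipocytes, atrial cardiomyocytes, skeletal muscle and erythroid cells. Of these, 27 had at least 5 measured members and were tested with camera at a preset correlation of 0.01 between genes, then with an estimated correlation, and with fry, which asks whether the members of a list move one way on balance. List p-values were adjusted over the 27 lists of a comparison. The number of members past 0.05 was also counted after the p-values were adjusted over the list alone.

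The fit was tested on simulated data with 13058 genes, of which 100 were changed by 0.5 and 100 by 1 on the log2 scale. The shares recovered of genes changed by 0.5 and 1 and the share of false calls hold for the simulated data. Real libraries had GC and length trends and may differ. For MHS against control they were 51%, 84% and 2.17% in males and 55%, 85% and 3.45% in females. For MHS_RR they were 56%, 91% and 5.16% in males and 47%, 91% and 2.82% in females. For the female minus male difference of the MHS effect the shares were 19%, 70% and 9.18%.

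Alternatives planned before the data were examined were other pseudocounts (0.1 and 5), no filter on low values or a TPM of at least 5, median-of-ratios scaling, quantile normalization, rescaling without the 10 most abundant genes, no intensity trend, array weights, a block for replicates of the same number, a fit to only the groups of a comparison, a minimum fold of 2, grouping by the tags, and leaving out each library in turn. Where leaving out a library left a group with 2 libraries, the spread was pooled over all groups. A correction of each library for GC content and transcript length by splines, the same correction with the block, and a fit without 4 libraries that stood apart were chosen after the data were seen. These 4 were male control day 28 replicate 1, male control day 56 replicate 1 and male MHS_RR replicate 2, for their GC or length trends, and female MHS_RR replicate 3, for its Y-linked transcripts. Female control day 28 replicate 2 (atrial transcripts) and female MHS_RR replicate 2 (GC and length) were kept there and left out only singly. Replicate numbers might pair the groups, so the deviations of same-numbered libraries from their group means were correlated. All 3 correlations were above 0.1 only for control at day 56 against day 28 in males (0.573, 0.258 and 0.219), and there the block also called 0 genes. All other comparisons were taken as unpaired. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.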

Results

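Left ventricle RNA was sequenced in untreated mice, under metabolo-hypertensive stress (MHS, angiotensin II with a high-fat diet) and after reverse remodeling (MHS_RR). There were 24 libraries in 8 groups of 3 by sex, condition and day, with values in TPM and unknown depth. Each library had between 12168 and 12585 genes at a TPM of at least 1, and its 10 most abundant genes held between 14.54% and 17.17% of the total. The principal components of the tested genes held 21.5%, 15.8%, 11.1% and 8.29% of the variance.

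Several libraries stood apart from their group. Female control day 28 replicate 2 held 625 TPM of the atrial light chain gene Myl7, 173 TPM of Sln and 9.96 TPM of the adipocyte gene Adipoq. Myl7 was next highest in female MHS replicate 3 (125 TPM, with Sln at 24.2 TPM). In female MHS_RR replicate 3 the 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were at 25.1% of the male mean and Xist was at 17.3 TPM, while the lowest other female library had 23.8 TPM of Xist. GC content and transcript length explained 28.1% of the deviations of male control day 28 replicate 1 from the mean of all libraries, 25.8% in male control day 56 replicate 1 and 31% in male MHS_RR replicate 2.

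The first comparison asked which genes changed with MHS in males by day 28. Genes of mechanical stress on the cardiomyocyte rose. Acta1, the skeletal alpha-actin that stressed myocardium expresses, rose from 552 ± 196 to 3852 ± 488 TPM, a log2 fold change of 2.87 ± 0.40 (SE, n = 3 per group, adjusted p = 0.000144). Myh7, the slow myosin heavy chain, rose by 2.43 ± 0.51 (adjusted p = 0.00396), and Ankrd1, a stretch-responsive protein of the sarcomere, by 1.52 ± 0.26 (adjusted p = 0.000765). Matrix genes rose as well. Cilp, a matrix protein of scarred heart, went from 5.56 ± 0.682 to 62.5 ± 5.06 TPM, which is 3.28 ± 0.42 (adjusted p = 6.29e-05) on the log2 scale, and Thbs4, a matricellular protein, rose by 3.44 ± 0.59 (adjusted p = 0.000837). Increases between 2.07 and 2.96 were found for Ltbp2, Edn3, Postn, Timp1 and Thbs1. The endothelin gene Edn3 had the smallest adjusted p among these (5.74e-06).

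With TPM as deposited, fewer genes fell than rose in MHS males. Gchfr, which regulates the enzyme that starts tetrahydrobiopterin synthesis, fell from 11.1 ± 0.757 to 4.48 ± 0.264 TPM (-1.14 ± 0.11, adjusted p = 4.7e-06 on the log2 scale). The carboxylesterase Ces1d had a log2 fold change of -1.01 ± 0.11 (adjusted p = 1.15e-05), and Lrrc4b, Scgb1c1, Penk, Gcat, Pla2g5, Tbc1d10c, Ripor2 and Lingo3 had log2 fold changes between -1.33 and -0.91. Comp (2.73 ± 0.76) was not called without male control replicates 2 or 3 (adjusted p = 0.0786 and 0.0704) or male MHS replicate 2 (0.157). Col1a1 rose by 1.03 ± 0.25 (adjusted p = 0.0128) and was not called without male control replicate 2 (0.99, adjusted p = 0.0501) or male MHS replicate 2 (0.91, adjusted p = 0.0684). The natriuretic peptide gene Nppa went from 302 ± 56.9 to 935 ± 493 TPM and was not called (1.46 ± 0.49, adjusted p = 0.0649), nor was Col3a1 (0.69 ± 0.28, adjusted p = 0.131). Nppa was called without male MHS replicate 1 (2.0, adjusted p = 0.0141). The same held without male control day 56 replicate 2 (0.0498) or female MHS replicate 2 (0.027) and with array weights (0.0311). A replicate block called it (0.0409, with GC and length correction 0.0367, others up to 0.105). Col3a1 was called without female MHS replicates 2 (0.00348) or 3 (0.0468) and in a fit to only these groups (0.0256, other alternatives up to 0.225).

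**Figure D1:**
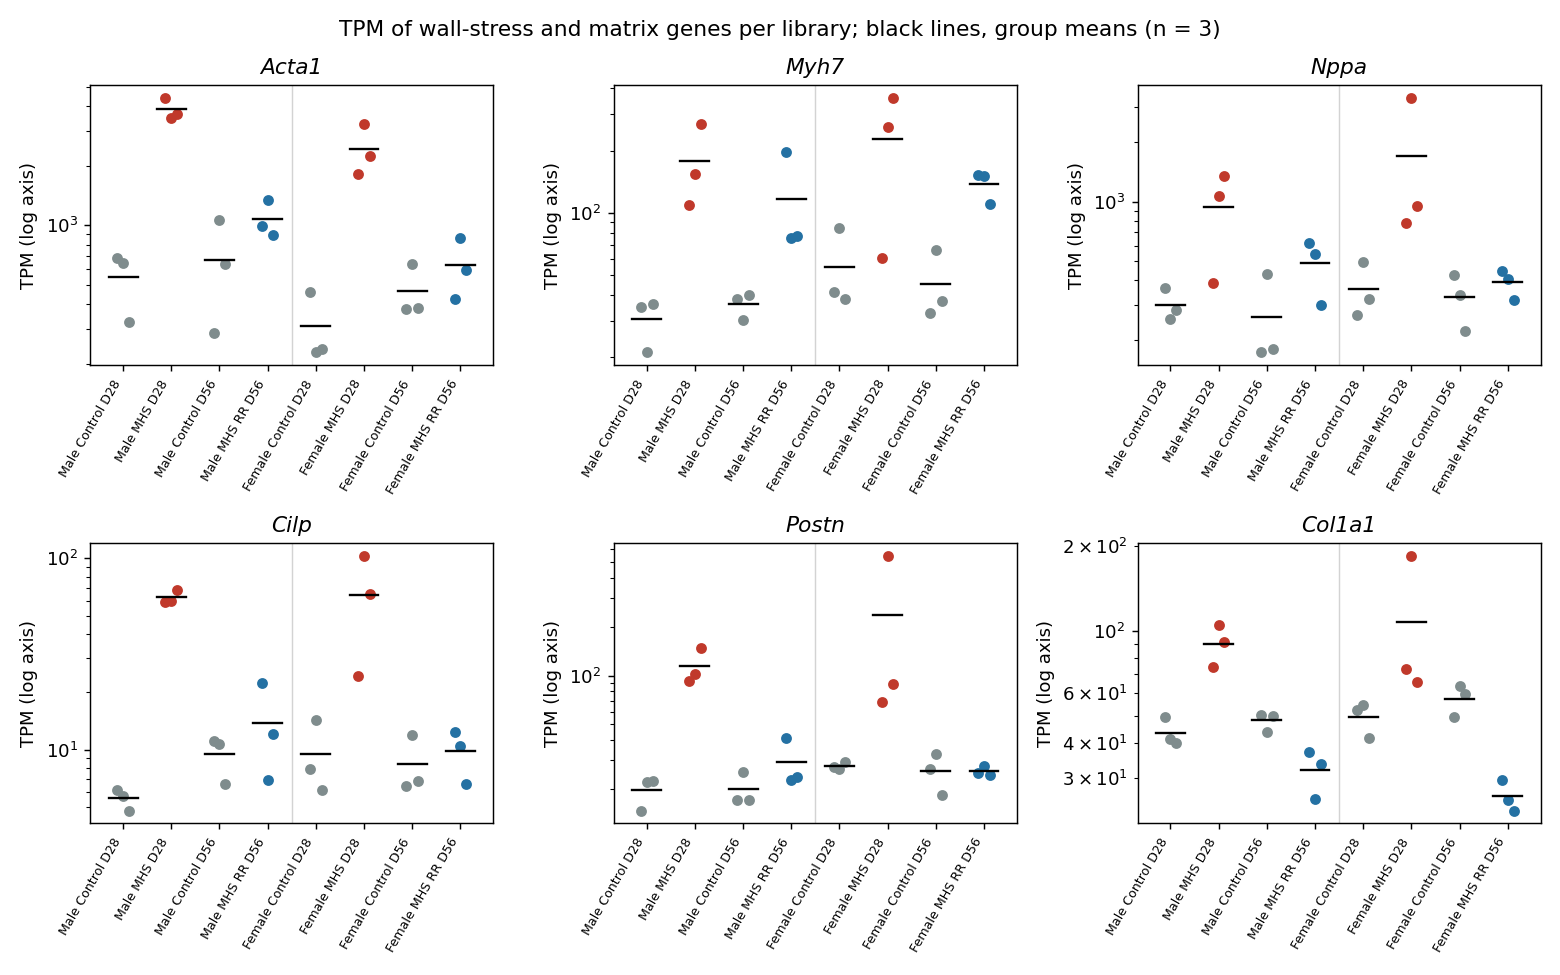
TPM on a log axis for 6 genes in each library (points) by group, with black lines at group means (n = 3 per group). Acta1 lay between 3489 and 4406 TPM in male MHS libraries and between 326 and 683 TPM in male day 28 controls.

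In all, 1336 genes were called for MHS in males, 1007 higher and 329 lower, and 123 of them passed a fold of 2 (112 higher, 11 lower). The split depended on the scaling, with 713 higher and 521 lower under median-of-ratios scaling, 612 and 641 under quantile normalization and 803 and 804 after correction for GC content and length. The count was 785 without male control replicate 2, 720 without male MHS replicate 2 and 695 without male MHS replicate 3.

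Among the lists, 37 of 49 extracellular matrix genes rose and 0 fell (42 adjusted over the list alone), among them Lum (1.31 ± 0.14), Col8a1 (1.99 ± 0.24) and Bgn (1.29 ± 0.16). The list test gave an adjusted p of 3.47e-24, and adjusted p = 0.216 with an estimated correlation. Of 20 hypertrophy and wall-stress genes 16 rose and 0 fell (18 adjusted over the list alone), including the filamin gene Flnc (1.26 ± 0.12), Fhl1 (0.91 ± 0.11) and Synpo2l (1.23 ± 0.15), with a list adjusted p of 2.88e-15 (adjusted p = 0.0521 with an estimated correlation). Of 41 nuclear-encoded respiratory chain genes 16 fell and 0 rose (31 adjusted over the list alone), by amounts such as -0.30 ± 0.05 for Sdha and -0.31 ± 0.06 for Uqcrc1, with a list adjusted p of 2.59e-21 (adjusted p = 0.0783 with an estimated correlation). Of 21 antioxidant and metallothionein genes 6 rose and 0 fell (9 adjusted over the list alone), including Cat (0.51 ± 0.08), Sod3 (0.60 ± 0.12) and Mt2 (1.42 ± 0.34), at 0.0326 (adjusted p = 0.822 with an estimated correlation). The erythroid list had a lower median (-0.46, 0.00613, adjusted p = 0.582 with an estimated correlation), with 0 of 8 members called by limma.

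The other lists did not pass the list test in males, although single members changed. Of 32 fatty acid oxidation genes 9 rose and 0 fell, among them the fatty acid binding protein Fabp3 (0.39 ± 0.06) and Cpt1b (0.29 ± 0.05). Glycolysis genes split, with 4 higher and 6 lower of 26, with log2 fold changes of 0.93 ± 0.12 for Pfkp, -0.40 ± 0.05 for Ldhb and -0.49 ± 0.07 for Eno3. Sarcomere genes split 3 higher and 4 lower of 19, with Actn2 at 0.39 ± 0.07. The ventricular light chain Myl2 was at -0.43 ± 0.06 (not called under quantile normalization, -0.11, adjusted p = 0.221). Calcium handling and channel genes split 2 and 4 of 25, with calsequestrin Casq2 at 0.44 ± 0.07 and connexin 43 (Gja1) at -0.61 ± 0.12. In the renin-angiotensin and endothelin list 4 of 20 rose and 1 fell, with the converting enzyme Ace at 0.72 ± 0.13, Ednrb at 0.82 ± 0.13 and the oxidase Nox4 at 1.25 ± 0.25. Of 27 heat shock and unfolded protein response genes 9 rose and 0 fell, with Atf5 at 0.73 ± 0.10 and Asns at 1.0 ± 0.20. Of 15 fibroblast markers 4 rose, such as Pi16 (0.98 ± 0.14), and 1 fell, Scara5 (-0.68 ± 0.11). Mural markers had 2 of 13 higher, endothelial markers 2 of 16, immediate early genes 2 of 19, and clock genes 2 higher and 2 lower of 22. Interferon, ribosomal, macrophage, lymphocyte, granulocyte and mast cell, adipocyte, atrial, skeletal muscle and proliferation lists each had 1 member higher and 0 lower. The mesothelial and sex-linked lists had 0 members called of 6 and 9. In the whole comparison 3141 genes had an unadjusted p under 0.05.

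The same question was asked of females. Acta1 rose from 310.2 ± 132 to 2439.5 ± 743 TPM, a log2 fold change of 3.01 ± 0.40 (SE, n = 3 per group, adjusted p = 0.000158). Cilp rose by 2.49 ± 0.42 (adjusted p = 0.00107), Postn by 2.39 ± 0.48 (adjusted p = 0.00443) and Col8a1, a short-chain collagen, by 2.01 ± 0.24 (adjusted p = 6.4e-05). Mt2, a metal-binding metallothionein, rose from 37.4 ± 6.24 to 174 ± 3.9 TPM (2.2 ± 0.34, adjusted p = 0.000541), and Timp1, Serpina3n and Fstl3 rose by between 1.85 and 2.31. Postn reached 545 TPM in female MHS replicate 2 against 68.5 and 89 TPM in the other MHS females. Without that library the calls of Thbs4 (2.83 ± 0.59 with all libraries), Nppa (1.95 ± 0.49) and Col1a1 (0.96 ± 0.25) ended, at 2.32, adjusted p = 0.0518, at 1.29, adjusted p = 0.158 and at 0.49, adjusted p = 0.14. Nppa and Col1a1 were also not called without female control replicate 1 (adjusted p = 0.0876 and 0.0604) or replicate 3 (0.0775 and 0.129). Among genes that fell were Scgb1c1 (-1.49 ± 0.21, adjusted p = 0.000284), the apelin gene Apln (-1.11 ± 0.16, adjusted p = 0.000439), Tbc1d10c (-1.08 ± 0.15, adjusted p = 0.000239), Tlcd2, Slc41a3, Tdrkh, Gpc3, Colq and Rbfox1, the last 6 by between -1.01 and -0.90. The microRNA gene Mir8094 was listed at 0 in all MHS females. In a fit to only these 6 libraries the calls of 15 genes named here or below for this comparison ended, among them Cilp, Postn and Timp1 (adjusted p = 0.0627, 0.134 and 0.0798, the highest over all alternatives but leaving out 1 library, the lowest being 7.73e-05, 0.00074 and 3.17e-05).

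In females 752 genes were called, 444 higher and 308 lower, with 78 past a fold of 2 (66 higher, 12 lower), and 2391 had an unadjusted p under 0.05. The count was 405 without female control replicate 3 and 341 without female MHS replicate 2. Of 49 extracellular matrix genes 24 rose and 0 fell (37 adjusted over the list alone), including Mfap5 (1.59 ± 0.20) and Sparc (0.91 ± 0.14), at a list adjusted p of 1.93e-24 (adjusted p = 0.315 with an estimated correlation). Of 20 hypertrophy and wall-stress genes 14 rose and 0 fell (19 adjusted over the list alone), including Fhl1 (0.78 ± 0.11) and Flnc (0.80 ± 0.12), at 1.41e-18, and this call held with an estimated correlation (adjusted p = 0.0216). Respiratory chain genes had 5 lower and 0 higher of 41 (11 adjusted over the list alone), including Sdha (-0.32 ± 0.05), at 2.72e-05 (adjusted p = 0.664 with an estimated correlation). Of 26 macrophage markers 2 rose and 0 fell (9 adjusted over the list alone) at 3.51e-05 (adjusted p = 0.65 with an estimated correlation). One of these, the lipid receptor gene Trem2 (1.05 ± 0.24), was not called without female control replicate 3 (0.94, adjusted p = 0.0592) or female MHS replicate 2 (0.74, adjusted p = 0.0768). Of 21 antioxidant and metallothionein genes 3 rose and 0 fell (3 adjusted over the list alone), including Mt1 (1.03 ± 0.16), at 0.00405 (adjusted p = 0.65 with an estimated correlation). Calcium handling and channel genes had 1 higher and 5 lower of 25 (1 and 7 adjusted over the list alone), with Casq2 at 0.37 ± 0.07 and Gja1 at -0.72 ± 0.12, at 0.0471 (adjusted p = 0.817 with an estimated correlation). Outside the lists that passed, Ace rose by 1.11 ± 0.13 (adjusted p = 5.45e-05), the angiotensin receptor gene Agtr1a fell (-0.57 ± 0.11), the endothelial marker Ly6c1 rose by 0.71 ± 0.10, the granulocyte protein Lcn2 by 1.36 ± 0.26 and Pi16 by 0.89 ± 0.14.

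The MHS calls of the sexes overlapped. Of the 1336 male and 752 female calls, genes called in both sexes with the same sign numbered 335 higher and 158 lower, where independent sets would share 34.2 and 7.76, and 1 gene was called in opposite directions. The shared count was 307 of the higher and lower genes together without female control day 28 replicate 3 and 257 without female MHS replicate 2. Across 13058 genes, which are not independent replicates, the log2 fold changes of the sexes had a Pearson correlation of 0.65 and a Spearman correlation of 0.596. In the mean of both sexes 2329 genes were called, 1514 higher and 815 lower. The split was 1143 and 1274 under quantile normalization. Acta1 rose by 2.94 ± 0.28 (adjusted p = 7.68e-07), Nppa by 1.7 ± 0.35 (adjusted p = 0.00164), Nppb, which encodes the B-type natriuretic peptide, by 1.28 ± 0.24 (adjusted p = 0.000932), Myh7 by 2.11 ± 0.36 (adjusted p = 0.000316) and Ace by 0.92 ± 0.09 (adjusted p = 9.46e-07). In this comparison 43 of 49 matrix genes rose (6.44e-26), 19 of 20 hypertrophy genes rose (1.37e-17, adjusted p = 0.0275 with an estimated correlation) and 22 of 41 respiratory chain genes fell (1.08e-14). The antioxidant list (9 higher, 0.00739), macrophage markers (8 higher, 1 lower, 0.0345), interferon-stimulated genes (4 higher, 0.0413) and erythroid genes (1 lower, 0.0213) passed as well. Of the 7 lists called in this comparison only the hypertrophy list held with an estimated correlation.

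A test of the difference between the sexes called 1 gene for the MHS effect. Gchfr fell in MHS males but stayed at 7.21 ± 0.805 and 6.48 ± 0.258 TPM in control and MHS females, and the female minus male difference was 1.01 ± 0.15 (adjusted p = 0.0276). The call was lost without any one of male control replicates 1 and 2, male MHS replicates 1, 2 and 3, male MHS_RR replicate 1, female day 28 control replicates 1 and 3, female MHS replicates 1, 2 and 3 and female day 56 control replicate 2, each of which gave 0 genes, and 2 genes were called without female MHS_RR replicate 1. Under limma 564 genes had an unadjusted p under 0.05 for this difference. Respiratory chain genes (median 0.10, 8.64e-12), macrophage markers (3.64e-06) and ribosomal protein genes (0.00919) were higher in the female effect by the list test, with 0 members called and adjusted p of 0.471, 0.471 and 0.962 with an estimated correlation.

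The next comparison asked what was left of the stress response in MHS_RR males at day 56. Most stress genes were not called. Acta1 was at 1076 ± 232 TPM against 665 ± 391 TPM in controls (0.86 ± 0.40, adjusted p = 0.256), Myh7 was at 1.52 ± 0.51 (adjusted p = 0.138) and Col1a1 at -0.59 ± 0.25 (adjusted p = 0.229), all of them not called. The 12 called genes were 1 higher and 11 lower, with 0 past a fold of 2, and 2345 genes had an unadjusted p under 0.05. This count depended on the weight of single libraries, since with array weights 3086 genes were called and Myh7 was among them (1.89, adjusted p = 0.00355, other alternatives up to 0.704). Cd74, the invariant chain of antigen presentation, fell from 240.3 ± 39.985 to 119.5 ± 2.96 TPM (-0.99 ± 0.15, SE, n = 3 per group, adjusted p = 0.0119). The angiogenesis inhibitor gene Vash1 had a log2 fold change of -0.91 ± 0.14 (adjusted p = 0.0126), the phosphatase gene Dusp8 of -0.74 ± 0.11 (adjusted p = 0.0119) and Dynll2 of -0.67 ± 0.10 (adjusted p = 0.0119). The calls of these 4 genes ended without male MHS_RR replicate 2 (adjusted p = 0.0923 for Cd74, 0.101 for Vash1, 0.0923 for Dusp8 and 0.0923 for Dynll2). Cd74 was also not called without male control day 56 replicates 1 or 3 or MHS_RR replicate 1 (adjusted p = 0.0516, 0.0607 and 0.0689). Vash1 was not called without control replicate 1 (0.0536) or MHS_RR replicate 1 (0.0725), nor Dusp8 without the latter (0.0689). Nme3 was the gene that rose, and Fam98b, Foxo4, Ces1d, Litaf, Ncoa5 and Lsm14b fell as well, all 7 of them not called without male MHS_RR replicate 1 (adjusted p between 0.0725 and 0.114) or replicate 2 (between 0.101 and 0.228). Litaf was also not called without male control day 56 replicate 1 (0.183) and Ces1d not without replicate 3 (0.0787). Fam98b, Foxo4, Ncoa5, Lsm14b and Nme3 were not called without either of these 2 controls or without any of several libraries outside the comparison. After GC and length correction 10 genes rose and 19 fell. No gene was called by limma without male MHS_RR replicate 2 (0 genes), and without male MHS_RR replicate 1 there was 1. Without male MHS_RR replicate 3 there were 210, and without male control day 56 replicates 1, 2 and 3 there were 4, 50 and 5. Libraries outside the comparison, which entered only the pooled spread, moved the count to 7 (male MHS replicate 3, female control day 28 replicate 2, female MHS replicate 1 or female control day 56 replicate 2) and to 30 and 29 (female MHS replicates 2 and 3).

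Lists moved in MHS_RR males although 0 of their members were called by limma, and each gave an adjusted p of 0.747 with an estimated correlation. Ribosomal protein genes were higher as a list (1.47e-06, 1 member adjusted over the list alone). Lower lists were proliferation (0.00151, 3 adjusted over the list alone), erythroid genes (0.00236, 6 adjusted over the list alone), fibroblast markers (0.00495, 5), macrophage markers (0.00842, 5), immediate early genes (0.012, 0) and mesothelial markers (0.0308, 2). Respiratory chain genes were higher as a list (0.012, 0 adjusted over the list alone), and the mean of their log2 fold changes turned to -0.0094 after correction for GC content and length.

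In MHS_RR females some matrix genes were below the day 56 controls. Col15a1, a basement membrane collagen, fell from 80.8 ± 1.94 to 33.7 ± 4.34 TPM, a log2 fold change of -1.24 ± 0.13 (SE, n = 3 per group, adjusted p = 7.64e-05). The fibrillar collagen gene Col3a1 fell (-1.42 ± 0.28, adjusted p = 0.0091) and was not called without female control day 56 replicate 2 (-1.29, adjusted p = 0.0513). The tight junction gene Cldn5, an endothelial marker, had a log2 fold change of -1.26 ± 0.19 (adjusted p = 0.00176), Col5a3 of -1.32 ± 0.20 (adjusted p = 0.00186) and Prnd of -1.66 ± 0.25 (adjusted p = 0.00185). Angptl4, a lipase inhibitor that responds to fasting, went from 33.2 ± 20.9 to 6.98 ± 3.98 TPM (-2.0 ± 0.48, adjusted p = 0.022) and was not called without female control day 56 replicate 2 (-1.55, adjusted p = 0.117), control replicate 3 (-1.86, adjusted p = 0.0976) or MHS_RR replicate 2 (-1.55, adjusted p = 0.155). Among genes that rose were the tubulin gene Tubb4b (0.60 ± 0.10, adjusted p = 0.00438), Fgf18 (0.53 ± 0.10, adjusted p = 0.00902), Phka1 (0.55 ± 0.12, adjusted p = 0.0142) and Smim4 (0.51 ± 0.09, adjusted p = 0.00371). The chaperone gene Hspa5 rose from 431 ± 69.8 to 650.4 ± 115 TPM (0.59 ± 0.14, adjusted p = 0.0197) and was not called without female control day 56 replicate 1 (0.45, adjusted p = 0.0622) or MHS_RR replicates 2 (0.67, adjusted p = 0.0503) or 3 (0.45, adjusted p = 0.0978). Acta1 (0.41 ± 0.40, adjusted p = 0.586) and Myh7 (1.64 ± 0.51, adjusted p = 0.0649) were not called. Myh7 was called higher in a fit to only these groups (adjusted p = 0.0231), after correction for GC content and length (1.89, adjusted p = 0.0439, other alternatives up to 0.111) and without female MHS replicates 1 (0.0213) or 3 (0.0484).

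In all 667 genes were called in MHS_RR females, 71 higher and 596 lower, with 26 past a fold of 2 (1 higher, 25 lower) and 2981 at an unadjusted p under 0.05. The split was 110 and 203 under median-of-ratios scaling, 71 and 167 under quantile normalization and 145 and 157 after GC and length correction. The count was 160 and 143 without female control day 56 replicates 2 and 3. It was 89 and 235 without female MHS_RR replicates 2 and 3 and 313 without 4 libraries that stood apart.

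**Figure D2:**
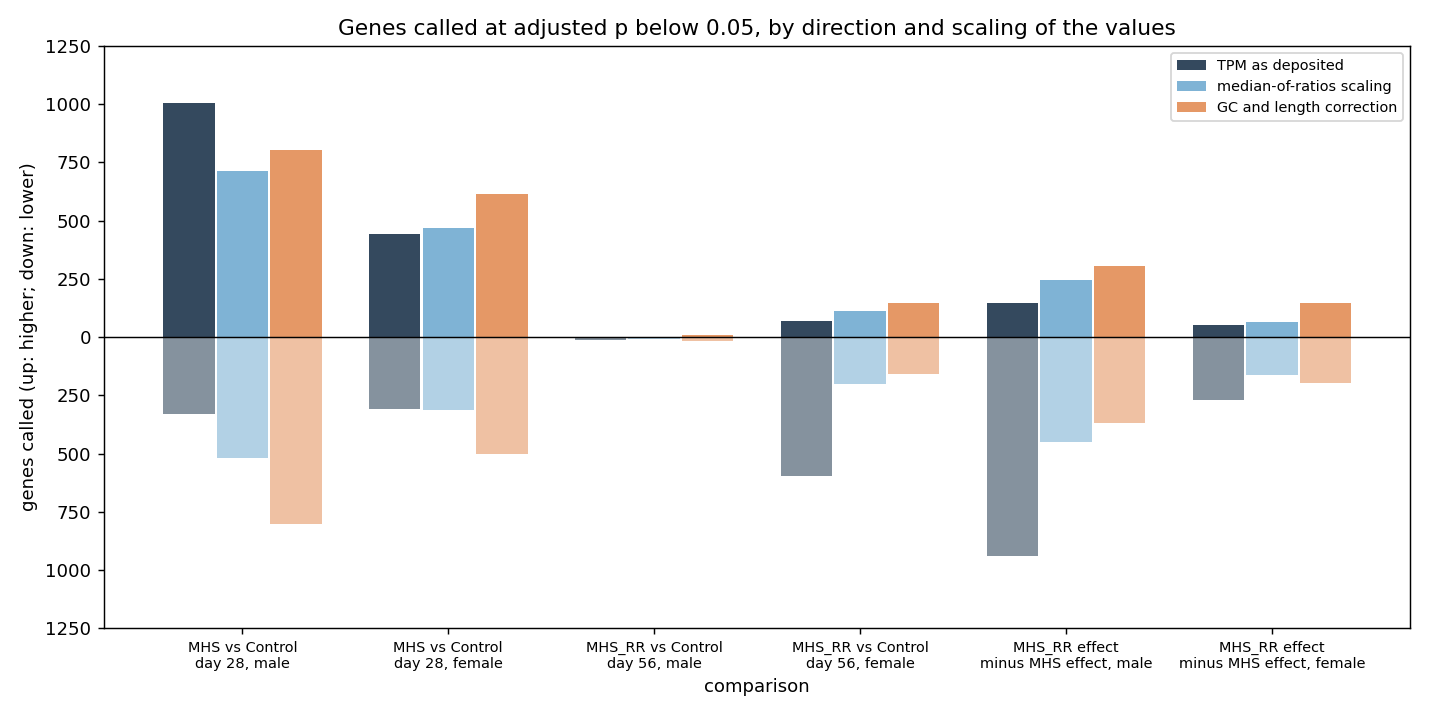
Numbers of called genes above and below 0 (bars up and down) for each comparison under TPM as deposited, median-of-ratios scaling and correction for GC content and length (3 libraries per group). For MHS_RR females the lower calls numbered 596, 203 and 157.

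The ribosomal protein list tested higher in MHS_RR females, with 7 of 31 members higher and 0 lower (18 adjusted over the list alone, 1.02e-21, adjusted p = 0.201 with an estimated correlation). Its most significant members, Rpl8 (0.28 ± 0.06) and Rpl23 (0.29 ± 0.06), were not called without female control day 56 replicate 3 (adjusted p = 0.0543 and 0.0696) or MHS_RR replicate 2 (0.08 and 0.0718). Heat shock and unfolded protein response genes had 5 of 27 higher and 0 lower (7 adjusted over the list alone, 1.69e-09), and this call held with an estimated correlation (adjusted p = 0.0136). Of 49 matrix genes 17 fell and 0 rose (21 adjusted over the list alone, 1.43e-05, adjusted p = 0.573 with an estimated correlation), including Col6a2 (-0.94 ± 0.11), Col6a1 (-0.83 ± 0.12) and Col4a1 (-0.96 ± 0.16). Proliferation genes had 7 of 20 lower and 0 higher (18 adjusted over the list alone, 9.95e-09, adjusted p = 0.207 with an estimated correlation), among them the cyclin gene Ccna2 (-1.02 ± 0.20), which was not called without MHS_RR replicate 2 (-0.91, adjusted p = 0.0719). Fibroblast markers had 3 of 15 lower (8 adjusted over the list alone, 0.00205, adjusted p = 0.475 with an estimated correlation), including Smoc2 (-0.67 ± 0.10) and Cd34 (-0.39 ± 0.07). Endothelial markers had 4 of 16 lower (7 adjusted over the list alone, 0.0212, adjusted p = 0.491 with an estimated correlation), Cldn5 (-1.26 ± 0.19) being the largest.

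Clock genes tested higher as a list in MHS_RR females, although 1 member was higher and 2 were lower of 22 (6 and 2 adjusted over the list alone, 0.000184, adjusted p = 0.206 with an estimated correlation and 0.242 with fry). Ciart, a repressor of the clock, rose by 2.3 ± 0.49 (adjusted p = 0.0139) but not without female control day 56 replicate 2 (1.95, adjusted p = 0.0734), control replicate 3 (2.09, adjusted p = 0.0741) or MHS_RR replicate 2 (2.11, adjusted p = 0.0898). Interferon-stimulated genes had 2 of 25 lower (6 adjusted over the list alone, 0.000374, adjusted p = 0.491 with an estimated correlation). Respiratory chain genes were higher as a list with 1 of 41 called (1 adjusted over the list alone, 0.000184, adjusted p = 0.491 with an estimated correlation), although the mean of their log2 fold changes was -0.017 under quantile normalization. The hypertrophy list (0.00205, 0.491 with an estimated correlation) and the lymphocyte list (0.00381, 0.201) were higher with 0 members called by limma. Glycolysis had 1 of 26 lower, and its test pointed up (0.0378, adjusted p = 0.573 with an estimated correlation) with a median of 0.01 and a mean of -0.01.

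In the mean of both sexes 2301 genes were called for MHS_RR, 275 higher and 2026 lower. The split was 641 and 931 under median-of-ratios scaling, 435 and 923 under quantile normalization and 541 and 674 after GC and length correction. The count was 388 without 4 libraries that stood apart and 1391 without female control day 56 replicate 3. It was 1239 and 1271 without male and female MHS_RR replicate 2. Myh7 rose by 1.58 ± 0.36 (adjusted p = 0.00666) and Rpl3 by 0.37 ± 0.07 (adjusted p = 0.00195). The genes Col15a1 (-0.90 ± 0.10, adjusted p = 4.99e-05), Col3a1 (-1.08 ± 0.20, adjusted p = 0.00192), Pdk4, a kinase that blocks pyruvate use (-1.71 ± 0.38, adjusted p = 0.00564), Angptl4 (-1.4 ± 0.34, adjusted p = 0.00854) and the uncoupling protein gene Ucp3 (-1.01 ± 0.24, adjusted p = 0.00906) fell. Of the 13 lists called, 0 held with an estimated correlation, and 11 lists passed with fry. Matrix genes had 20 of 49 lower, proliferation genes 14 of 20 lower, macrophage markers 9 of 26 lower and ribosomal protein genes 13 of 31 higher.

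The MHS_RR effect was not shown to differ between the sexes for any gene, since limma called 0 genes (lowest adjusted p 0.478, 459 with an unadjusted p under 0.05), and 1 gene was called without male control day 56 replicate 2. With array weights 41 genes were called, and 1 without a filter on low values. Shared calls of the sexes were 1 higher and 8 lower, where independent sets would share 0.00544 and 0.502, and the fold changes correlated at 0.546 (Pearson) and 0.618 (Spearman) across genes. The female minus male difference moved 9 lists with 0 members called. Heat shock and unfolded protein response genes were higher in the female effect (4.64e-14), which held with an estimated correlation (adjusted p = 0.00167). Ribosomal protein genes (1.5e-07) and clock genes (0.00879) were higher, and matrix (0.000121), mural (0.000138), interferon (0.00109), proliferation (0.00216) and endothelial genes (0.0316) were lower. Fatty acid oxidation genes were higher by the test (0.0316) with a median of 0.05 and a mean of -0.04, a mean that was 0.0053 after correction for GC content and length. With an estimated correlation the adjusted p of these 8 lists was between 0.615 and 0.686.

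Whether the effect at day 56 differed from the effect at day 28 was tested within each sex. In males Acta1 had a change of -2.0 ± 0.56 between the effects at an adjusted p of 0.0333. Cilp (-2.88 ± 0.59, adjusted p = 0.00694), Col1a1 (-1.62 ± 0.36, adjusted p = 0.0106) and Ctgf, a matricellular growth factor (-1.69 ± 0.36, adjusted p = 0.00876), fell back, and Myh7 was not called (-0.91 ± 0.72, adjusted p = 0.46). Without 4 libraries that stood apart Cilp, Col1a1 and Ctgf had like log2 fold changes (-2.44, -1.52 and -1.4) but were not called (adjusted p = 0.0669, 0.0854 and 0.112, against lowest values of 0.00604, 0.0037 and 0.00671 over the alternatives). The genes with the lowest adjusted p that fell back were Trim72 (-0.69 ± 0.08), Flnc (-1.3 ± 0.17), Cd34 (-0.77 ± 0.10), Hspa1l (-1.62 ± 0.22) and Uck2 (-1.52 ± 0.20). Doc2g (0.89 ± 0.11), Gchfr (1.19 ± 0.15), the lysine breakdown enzyme gene Gcdh (0.53 ± 0.08), Ldhb (0.46 ± 0.07) and Myl2 (0.52 ± 0.08) came back up. Myl2 was not called under quantile normalization (0.11, adjusted p = 0.412). In all 1088 genes were called, 147 higher and 941 lower. Median-of-ratios scaling moved the median of all genes from -0.11 to 0.01, and the split was 245 and 452 there, 224 and 408 under quantile normalization and 306 and 370 after correction for GC content and length. The count was 419 without male control day 28 replicate 2, 509 and 451 without male MHS replicates 2 and 3, 679 without male control day 56 replicate 1, 432 without male MHS_RR replicate 2 and 230 without 4 libraries that stood apart. The call of Acta1 was lost under median-of-ratios scaling (adjusted p = 0.0636), and it was lost without male control day 28 replicates 2 (adjusted p = 0.0566) or 3 (0.0643), male MHS replicates 1 (0.0562), 2 (0.0603) or 3 (0.0679), male control day 56 replicates 2 (0.0758) or 3 (0.0653) and male MHS_RR replicates 1 (0.054), 2 (0.0531) or 3 (0.0551).

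Matrix genes fell back in males with 29 of 49 members lower (40 adjusted over the list alone, 2.11e-19, adjusted p = 0.368 with an estimated correlation), such as Sparc (-1.37 ± 0.20) and Col6a2 (-1.07 ± 0.16). Hypertrophy genes had 11 of 20 lower (13 adjusted over the list alone, 7.62e-07, adjusted p = 0.368 with an estimated correlation), such as Synpo2l (-1.34 ± 0.22) and Nrap (-1.03 ± 0.18), and respiratory chain genes had 7 of 41 higher (24 adjusted over the list alone, 2.11e-19, adjusted p = 0.214 with an estimated correlation), such as Cox7a1 (0.56 ± 0.12) and Ndufa5 (0.37 ± 0.08). Cox7a1 was not called after correction for GC content and length (0.43, adjusted p = 0.106, lowest over the alternatives 0.00116) nor Ndufa5 without the 4 libraries that stood apart (0.36, adjusted p = 0.0527, lowest 0.000825). Fibroblast markers had 4 of 15 lower (8 adjusted over the list alone, 0.0131, adjusted p = 0.793 with an estimated correlation), fatty acid oxidation genes 5 of 32 lower (11 adjusted over the list alone, 0.0428, adjusted p = 0.793), and ribosomal protein genes were higher with 0 called by limma (1.77e-05, adjusted p = 0.793).

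In females Sparc, a collagen-binding protein, changed most clearly between the effects (-1.67 ± 0.20, SE, n = 3 per group, adjusted p = 0.000316). Adamtsl2 (-2.31 ± 0.28), Ace (-1.48 ± 0.18), Hr (-1.15 ± 0.14) and Col15a1 (-1.5 ± 0.19) also fell back, as did Col1a1 (-2.08 ± 0.36, adjusted p = 0.00406) and Col3a1 (-1.94 ± 0.40, adjusted p = 0.0131). Doc2g (0.92 ± 0.11), Scgb1c1 (1.76 ± 0.30), Myl2 (0.47 ± 0.08), Ldhb (0.38 ± 0.07) and Gcdh (0.43 ± 0.08) came back up. Acta1 fell back (-2.6 ± 0.56, adjusted p = 0.0161), and this call was lost without female control day 28 replicate 3 (-2.45, adjusted p = 0.0511), female MHS replicate 2 (-2.36, adjusted p = 0.0559) or female control day 56 replicate 2 (-2.35, adjusted p = 0.0567). Myh7 was not called (-0.15 ± 0.72, adjusted p = 0.953). In all 321 genes were called, 50 higher and 271 lower. The split was 63 and 165 under median-of-ratios scaling, 73 and 138 under quantile normalization and 146 and 196 after GC and length correction. The count was 165 without female control day 28 replicate 3, 161 without female MHS replicate 2, 152 without female control day 56 replicate 2 and 172 without female MHS_RR replicate 2.

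Of 13 lists called for this change in females, 0 held with an estimated correlation (adjusted p between 0.189 and 0.472). Matrix genes had 27 of 49 lower (39 adjusted over the list alone, 1.77e-29), such as Col6a2 (-1.2 ± 0.16) and Loxl1 (-1.28 ± 0.19), and hypertrophy genes 4 of 20 lower (11 adjusted over the list alone, 3.14e-07), such as Nrap (-0.85 ± 0.18). Fibroblast markers had 3 of 15 lower (0.00161), namely Cd34 (-0.63 ± 0.10), Medag (-1.0 ± 0.17) and Pi16 (-1.12 ± 0.20). Respiratory chain genes (1 higher, 3.49e-11), ribosomal protein genes (1 higher, 9.93e-11) and glycolysis genes (2 higher, 0.0165) moved up, as did the clock (0.00804), lymphocyte (0.00129) and unfolded protein response lists (1 lower member, 0.00874). Proliferation (2 lower, 6.1e-06), macrophage (0 called, 2.01e-05), interferon (2 lower, 2.01e-05) and endothelial lists (1 lower, 0.00522) moved down.

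**Figure D3:**
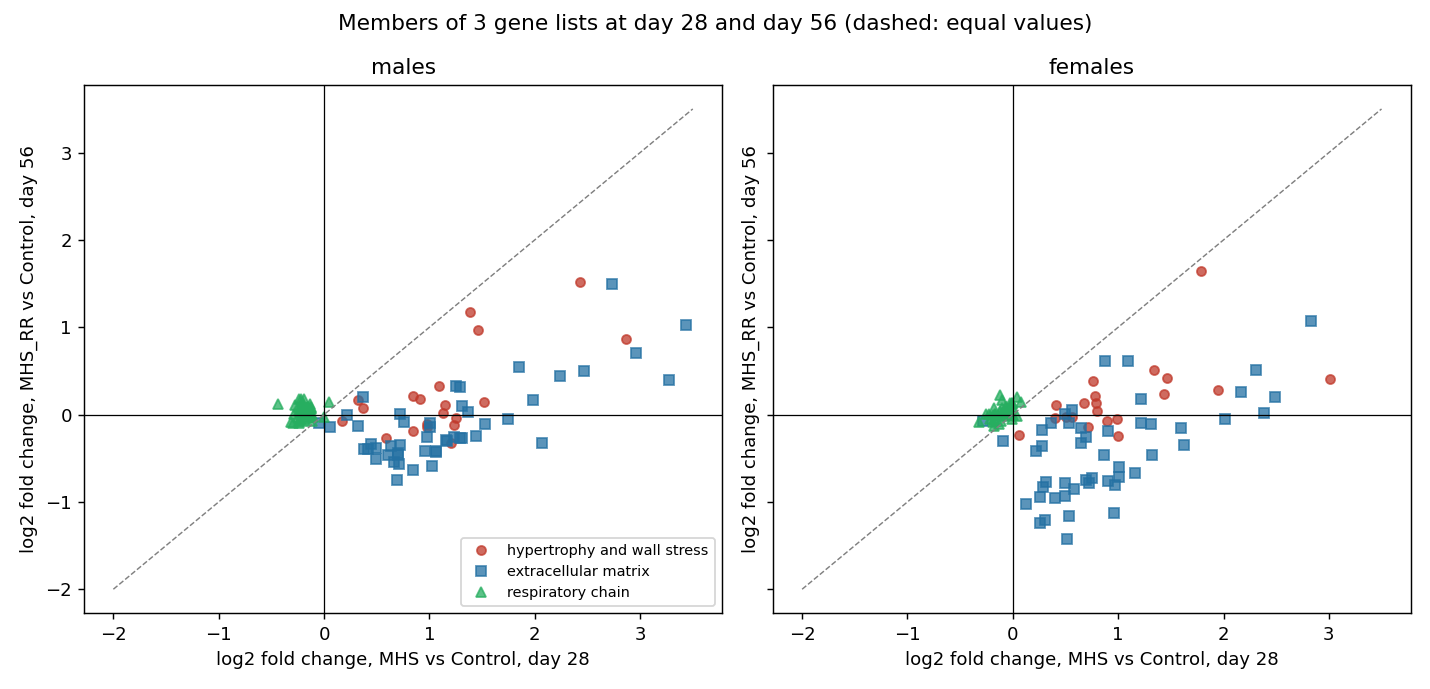
Log2 fold changes of list members at day 28 (x axis, MHS against control) and day 56 (y axis, MHS_RR against control) in males and females, with a dashed line at equal values, for the hypertrophy, matrix and respiratory chain lists (3 libraries per group). Acta1 lay at 2.87 and 0.86 in males and at 3.01 and 0.41 in females.

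Few of the day 28 calls were also called at day 56. In males 3 of 1336 genes were called with the same sign at both days (1 higher, 2 lower), where independent sets would share 0.0771 and 0.277, and in females 62 of 752 were (11 higher, 51 lower, against 2.41 and 14.1), while 15 were called with the opposite sign. The median log2 fold change of the genes called higher at day 28 went from 0.51 to -0.05 in males and from 0.57 to 0.01 in females. For genes called lower it went from -0.43 to -0.06 in males and from -0.45 to -0.15 in females. Because the genes were selected at day 28, part of this drop comes from the selection. The change between the effects was itself called, toward 0, for 660 of the 1336 male genes and 184 of the 752 female genes, and 0 changed further from 0. Data were simulated with the day 28 effect kept at day 56. There 0 genes in males and a mean of 0.05 genes in females were called back. No gene changed between the effects in that simulation, so few calls could arise after adjustment. It also called a mean of 2440 and 1660 genes at day 28, more than the real data. It thus cannot show how much of the 660 and 184 comes from the selection. Across genes the effects of the 2 days correlated at 0.0301 (Pearson) and -0.00627 (Spearman) in males and at 0.139 and 0.159 in females.

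These counts rested on single libraries. In males the same-sign count was 10, 1, 0, 0 and 24 without male control day 56 replicates 2 and 3 and male MHS_RR replicates 1, 2 and 3, and 5 and 6 without female MHS replicates 2 and 3. In females it was 39 and 37 without female control day 28 replicates 1 and 3, 30 and 39 without female MHS replicates 2 and 3, 26 and 16 without female control day 56 replicates 2 and 3, and 15 and 32 without female MHS_RR replicates 2 and 3. The male genes called back were 275 without male control day 28 replicate 2, 298 and 280 without male MHS replicates 2 and 3 and 369 without male MHS_RR replicate 2. The female genes called back were 121 and 84 without female control day 28 replicates 1 and 3, 73 without female MHS replicate 2, 97 without female control day 56 replicate 2 and 116 without female MHS_RR replicate 2.

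Female and male controls were compared over both days. The sex-linked list followed the labels, with 5 genes higher in females and 4 higher in males. Xist, the X-inactivating RNA, had a log2 difference of 5.3 ± 0.12 (adjusted p = 6.15e-17) between females and males (n = 6 per sex), and Eif2s3y and Ddx3y, on the Y chromosome, of -5.45 ± 0.48 (adjusted p = 8.11e-07) and -4.53 ± 0.49 (adjusted p = 1.71e-05). Kdm6a, Ddx3x, Eif2s3x and Kdm5c, which escape X inactivation, were higher by between 0.68 and 0.96. Of autosomal genes, the complement gene C7 was at 2.05 ± 0.5 TPM in female and 10.9 ± 1.16 TPM in male day 28 controls (-1.69 ± 0.13, adjusted p = 1.79e-07), and Hsd11b1, which regenerates active glucocorticoid, was at 10.6 ± 1.55 and 29.2 ± 2.98 TPM (-1.24 ± 0.10, adjusted p = 3.85e-07). Ifi205 (-1.37 ± 0.16), Dpep1 (-0.83 ± 0.11) and Ace (-0.59 ± 0.09) were lower in females. The matrix genes Lum (0.81 ± 0.10, adjusted p = 7.71e-05) and Col14a1 (1.0 ± 0.20, adjusted p = 0.0149) were higher in females, as were Smoc2 (0.55 ± 0.07), Tmem119 (0.82 ± 0.15) and Slc38a1 (0.69 ± 0.11).

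In total 161 genes differed between control females and males, 104 higher and 57 lower in females. The split was 59 and 95 under median-of-ratios scaling, 34 and 85 under quantile normalization and 68 and 126 after GC and length correction. The count was 80, 49 and 436 without male control day 28 replicates 1, 2 and 3, 94, 78 and 107 without female control day 28 replicates 1, 2 and 3, and 70, 100 and 91 without female control day 56 replicates 1, 2 and 3. Of 10 lists called, 0 held with an estimated correlation (adjusted p between 0.115 and 0.527). Lower lists in females were the respiratory chain (3.63e-10), erythroid (4.73e-06), heat shock (7.44e-06), macrophage (9.55e-06) and hypertrophy lists (1 lower member, 0.000698). Glycolysis was lower (0.00404) but its mean was 0.029 with array weights. Interferon (1 higher member, 11 adjusted over the list alone, 0.000698) and proliferation lists (0.00997) were higher. The antioxidant list tested lower (0.00997) with a median of -0.00 and a mean of 0.01, and fatty acid oxidation tested lower (0.00997) with a median of 0.00 and a mean of 0.04.

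The last comparisons asked whether controls changed between day 28 and day 56. Limma called 0 genes in males (391 with an unadjusted p under 0.05, lowest adjusted p 0.809) and 0 in females (500 with an unadjusted p under 0.05, lowest adjusted p 0.0838). In females 2 genes were called without male control day 56 replicate 1, and 1 without male control day 56 replicate 2 or female control day 56 replicate 1. In males fibroblast markers (0.00118) and antioxidant genes (0.00905) were higher and respiratory chain genes lower (0.0079) by the list test, each at adjusted p = 0.895 with an estimated correlation. In females the clock list was lower (7.85e-05, adjusted p = 0.219 with an estimated correlation), with the core activator Arntl at 1.29 ± 0.34 (adjusted p = 1) and its target Ciart at -1.49 ± 0.49 (adjusted p = 1), both not called. Lymphocyte (0.000373), ribosomal (0.000753), immediate early (0.00093), heat shock (0.00125), adipocyte (0.00683) and atrial lists (0.011) were lower in day 56 females, and endothelial (0.00128), erythroid (0.0109), fibroblast (0.0284) and antioxidant lists (0.0328) were higher. None of the 11 lists held with an estimated correlation, and the atrial and adipocyte lists moved with female control day 28 replicate 2.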

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

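The tests by other splits of the libraries were chosen after the results were seen. Single outlying libraries were not tested in this section, and the results here are differences between the sexes or between the days in the response to treatment.

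The MHS effect differed between the sexes for 1 gene. Gchfr fell in males (-1.14) and was not called in females (-0.13), and the female minus male difference was 1.01 ± 0.15. The difference was called by limma at an adjusted p of 0.0276, and leaving out 1 library took the count of called genes to between 0 and 2. At day 56 all 4 groups had a mean of between 11.5 and 12 TPM of Gchfr. Once the shared effects of sex and treatment were removed, 5 of 100 splits called at least 1 gene and the highest of the others called 1, so this test does not exclude chance. The lists called for a difference between the sexes numbered 3 for the MHS effect and 9 for the MHS_RR effect, of which 0 and 1 held with an estimated correlation, with 0 members called by limma.

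The MHS_RR effect differed from the MHS effect for 1088 genes in males and 321 genes in females, with 6 and 13 lists called, of which 0 and 0 held with an estimated correlation. In males the genes with the lowest adjusted p in each direction were Doc2g (0.89), Gchfr (1.19), Gcdh (0.53), Ldhb (0.46) and Myl2 (0.52), which came back up, and Trim72 (-0.69), Flnc (-1.3), Cd34 (-0.77), Hspa1l (-1.62) and Uck2 (-1.52), which were lower in the day 56 effect. In females they were Doc2g (0.92), Scgb1c1 (1.76), Myl2 (0.47), Ldhb (0.38) and Gcdh (0.43), and Sparc (-1.67), Adamtsl2 (-2.31), Ace (-1.48), Hr (-1.15) and Col15a1 (-1.5). Doc2g, Gcdh, Ldhb and Myl2 were thus among the 5 that came back up in both sexes, Myl2 not under quantile normalization. Doc2g went from 341 ± 8.73 to 209 ± 2.9 TPM in males at day 28 and was at 389 ± 46.2 TPM in MHS_RR males. Once the shared effects of day and treatment were removed, 2 of 100 splits called at least 1088 genes in males (highest other 1194) and 1 of 100, the real one, called at least 321 genes in females (highest other 38), which excludes chance at a share under 0.05. With only splits that put same-numbered male controls on different days, as these libraries were alike (correlations of 0.573, 0.258 and 0.219), 1 of 100, the real one, called at least 1088 genes (highest other 982). Splits of the libraries as they stand gave up to 2200 and 660 genes, in splits that kept MHS and MHS_RR libraries apart, and were not used for this because they hold the difference between those groups.

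In 3 of 302 named genes the TPM ranges of MHS and control libraries did not overlap in either sex, and the sexes moved opposite ways. MHS_RR at day 56 was searched by the same rule, and all 3 were found for MHS at day 28. These were Hsd11b1 (0.47 in females and -0.45 in males), Kit (-0.46 and 0.37) and Smoc2 (-0.32 and 0.15). The opposite movement was not tested by itself. Ranges within a sex fail to overlap by chance in 10% of genes, and both days were searched. Chance could thus give a few such genes among the 302. The female minus male difference in limma was 0.92 ± 0.21 for Hsd11b1 (adjusted p = 0.583), -0.83 ± 0.20 for Kit (0.622) and -0.47 ± 0.15 for Smoc2 (0.964), so 0 of the 3 were called. Within a sex 0 of them were called with all libraries, but Hsd11b1 was called in both sexes, in opposite directions, with array weights (adjusted p = 0.0181 in females and 0.0379 in males), without female MHS replicate 1 (0.0109 and 0.0325) and without male MHS replicate 2 (0.0465 and 0.0264), in females alone without male MHS replicate 1 (0.0487), and in males alone under pseudocount 5, median-of-ratios scaling, quantile normalization and rescaling without the 10 most abundant genes (0.0467, 0.0339, 0.0305 and 0.0456). Kit was called in females with array weights (0.0289), without female MHS replicate 1 (0.0412) or female control day 56 replicate 2 (0.042), and Smoc2 without female MHS_RR replicate 3 (0.0414) or the 4 libraries that stood apart (0.03). Highest values over the alternatives were 0.201 and 0.189 for Hsd11b1, 0.172 for Kit and 0.123 for Smoc2.

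For comparisons of 3 against 3 libraries the 10 splits are too few for a share under 0.05. MHS called 1336 genes in males, where the highest of the other splits called 1, and 752 in females, where the highest called 8. MHS_RR called 12 genes in males (highest other 1) and 667 in females (highest other 2). Day 56 against day 28 controls called 0 genes in males, 10 of 10 splits called at least that many and the highest other called 1341, which points to a structure of the samples. That split set day 28 replicate 1 and day 56 replicates 1 and 3 against the rest, and GC trends set the 2 replicates numbered 1 apart, but whether the trends gave the count was not tested. In females 10 of 10 splits called at least the 0 genes found, with 0 in the highest other. For the mean of both sexes 1 of 100 splits, the real one, called as many as the 2329 genes of MHS (highest other 865) and as the 2301 genes of MHS_RR (highest other 728), which excludes chance at a share under 0.05. For the control sexes 3 of 100 splits called at least 161 genes (highest other 1894), and the large count points to a structure among the controls. Those splits treat the linked male controls as independent. With same-numbered male controls of the 2 days kept on one side, 2 of 28 splits called as many (highest other 366), so chance is not excluded for this count. For the sex difference of the MHS_RR effect 100 of 100 splits, drawn after the shared effects were removed, called at least the 0 genes found (highest other 15), so it says nothing against chance.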

How the results depend on the processing

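The tests under correction for GC content and length, with or without a replicate block, and without the 4 libraries that stood apart were chosen after the results were seen, and all other tests here were planned. The direction of the matrix, hypertrophy and respiratory chain lists for MHS in each sex, and of the matrix list for the day 56 effect in females, was kept under the other pseudocounts, filters, scalings and corrections, without an intensity trend, with array weights or a replicate block and without the 4 libraries. The lists for MHS were not recomputed with 1 library left out. Under grouping by the tags, MHS against control is the comparison of the control days, where the mean of the female respiratory chain list was 0.0095. The cause of the differences given here was not tested except where the alternative shows it, as with fewer libraries or a stricter fold.

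With a minimum fold of 2 the counts were 123 (MHS males), 78 (MHS females), 94 (MHS in both), 0 (MHS_RR males), 26 (MHS_RR females), 14 (MHS_RR in both), 153 and 82 (change between the effects in males and females) and 13 (control sexes). Apart from the ranges with 1 library left out, counts are mainly given here where an alternative changed them by over 1.5 times, in either direction. Other pseudocounts did so for 1 count, the sex difference of MHS, which was 0 at a pseudocount of 5. Without a filter on low values that difference was 0, the sex difference of MHS_RR was 1 and the female control days 1, and called lists numbered 9 for MHS males, 12 for the change in males and 5 for the male control days. With a TPM of at least 5, MHS_RR males had 42 genes. Without an intensity trend the female control days had 2 genes.

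Scaling moved the day 56 results. Under median-of-ratios scaling the counts were 0 (sex difference of MHS), 313 (MHS_RR females), 697 (change in males) and 38 (female genes called at both days), with 10 lists for the change in males. The mean of the glycolysis list turned to 0.093 for MHS_RR females, and for control sexes fatty acid oxidation turned to -0.022 and antioxidant genes to -0.052. Under quantile normalization the counts were 0 (sex difference of MHS), 238 (MHS_RR females), 1358 (MHS_RR in both), 632 and 211 (change in males and females), with 6 lists for the sex difference of MHS and 10 for the change in males, while the respiratory chain mean turned to -0.017 for MHS_RR females and the antioxidant mean to -0.020 for control sexes. Rescaling without the 10 most abundant genes turned the glycolysis mean of MHS_RR females to 0.0015.

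Array weights raised the counts to 2107 and 1410 (MHS males and females), 2 (sex difference of MHS), 3086 and 1877 (MHS_RR males and females), 3994 (MHS_RR in both), 41 (sex difference of MHS_RR), 2870 and 1102 (change in males and females), 1983 (control sexes) and 2 (female control days). Lists numbered 5 for the sex difference of MHS, 4 for MHS_RR males and 8 for MHS_RR in both, and the glycolysis mean of control sexes turned to 0.029. A fit to only the groups of a comparison gave 613 and 215 genes (MHS males and females), 0 (sex difference of MHS), 0 and 186 (MHS_RR males and females), 1364 (MHS_RR in both), 426 (change in males) and 36 (control sexes). That fit ended the calls of 15 named genes for MHS females, 11 for MHS_RR males, 5 for MHS_RR females and 1 each for MHS males, its sex difference, the change in males, the change in females and the control sexes.

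With a replicate block the count of MHS_RR males was 241, that of the female control days 1, and male genes called at both days numbered 29. Replicate numbers did not pair the libraries of these comparisons, since the correlations of same-numbered libraries were -0.283, -0.178 and 0.263 for MHS males, 0.0907, -0.0735 and -0.0125 for MHS females, 0.0396, -0.0832 and 0.089 for MHS_RR males, -0.0151, -0.0753 and -0.0169 for MHS_RR females and 0.156, -0.00915 and -0.0961 for the female control days. For control sexes they were -0.0773, -0.124 and 0.307 at day 28 and -0.28, 0.121 and -0.0561 at day 56.

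After correction for GC content and length the counts were 3 (sex difference of MHS), 29 and 302 (MHS_RR males and females), 1215 (MHS_RR in both), 676 (change in males) and 8 (male genes called at both days), with 5 lists for the sex difference of MHS and 13 for the change in males. The change of Myh7 in females turned to 0.10, the respiratory chain mean of MHS_RR males to -0.0094, the glycolysis mean of MHS_RR females to 0.10, fatty acid oxidation to 0.0053 for the sex difference of MHS_RR and to -0.019 for control sexes, and the antioxidant mean of control sexes to -0.035. The replicate block with that correction gave the same reversed values. Its counts were 1254 (MHS females), 2 (sex difference of MHS) and 87 and 356 (MHS_RR males and females). It gave 1404 (MHS_RR in both) and 1 (female control days), with 12 lists for the change in males.

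Without the 4 libraries that stood apart the counts were 0 (sex difference of MHS), 0 and 313 (MHS_RR males and females), 388 (MHS_RR in both), 230 (change in males), 70 (control sexes), 0 and 39 (genes called at both days in males and females) and 210 (male genes called back). The change of Myh7 in females turned to 0.0035 and the glycolysis means to 0.0079 for MHS_RR females and 0.0082 for control sexes. Grouping by the time and treatment tags swaps the MHS day 28 and control day 56 groups, so MHS gave 0 genes in males, 0 in females, 0 in both and 0 for the sex difference, MHS_RR 2558, 1508 and 4284 in males, females and both, and the control days 1336 and 752 in males and females.

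For MHS females, MHS in both, MHS_RR females and the sex difference of MHS_RR, camera with an estimated correlation called 1 list each. It called 0 otherwise. Fry called 2 for MHS females, 0 for the sex difference of MHS, 2 and 6 for MHS_RR males and females, 1 for its sex difference, 7 for the change in females, 1 for control sexes and 0 for the control days.

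Leaving out 1 library at a time gave 695 to 1418 genes for MHS males, 341 to 788 for MHS females, 0 to 2 for the sex difference of MHS, 0 to 210 for MHS_RR males, 89 to 926 for MHS_RR females, 1239 to 2594 for MHS_RR in both, 0 to 1 for its sex difference, 419 to 1247 and 152 to 366 for the change in males and females, 49 to 436 for control sexes and 0 to 2 for the female control days. Genes shared by the sexes for MHS ranged from 257 to 520, genes called at both days from 0 to 24 in males and from 15 to 69 in females, and genes called back from 275 to 691 and from 73 to 226. The change of Myh7 in females ranged from -0.92 to 0.36. Since the table holds no counts, what depth limits could not be measured.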

Other observations

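The tests of a male library under a female label, of carry-over, of a mixture over the genes called between the control sexes, of all called genes of the day 56 female comparison and of the treatment as the only source of the clock differences were chosen after the results were seen, as were the added gene list and the pair of ribosomal genes.

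Several genes that break down branched-chain amino acids fell with MHS in both sexes. Gcdh, the lysine breakdown enzyme among the genes with the lowest adjusted p, fell (-0.58 ± 0.05, adjusted p = 4.7e-06 in males and -0.47 ± 0.05, adjusted p = 5.45e-05 in females). A list of 20 genes of branched-chain breakdown, of which Dld and Acat1 also serve lysine, without Gcdh, Ivd, Bckdhb and Mmab, which had been noticed first, was then tested. In males 8 of the 20 fell and 0 rose (median -0.20, camera p of 0.000364 with an estimated correlation), including Bckdha (-0.46 ± 0.07), Mccc2 (-0.37 ± 0.07) and Hsd17b10 (-0.39 ± 0.06). In females 7 fell and 0 rose (median -0.21, camera p of 0.0022), including Bckdha (-0.42 ± 0.07). At day 56 the list did not pass the test (camera p of 0.947 in males and 0.492 in females), and the change between the effects was positive (camera p of 0.00201 and 0.00178). Adjusted over this list and the 27 others, p with an estimated correlation was 0.0102 in males and 0.0308 in females for MHS and 0.0564 and 0.05 for the change between the effects. Lysine breakdown rests on Gcdh alone. A return by day 56 is thus not established in either sex. A shared fall of branched-chain amino acid breakdown at day 28 may be an effect of the stress or of the diet, which the design gives together.

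The muscle-specific ribosomal paralog moved against the general one at day 28. Rpl3 rose in the mean of both sexes by 0.33 ± 0.07 (adjusted p = 0.00171) and Rpl3l fell (-0.30 ± 0.04, adjusted p = 7.3e-05). Rpl3l went from 412.1 to 332.8 TPM in males and from 387.3 to 315 TPM in females. At day 56 Rpl3 was higher again in the mean of both sexes (0.37 ± 0.07, adjusted p = 0.00195) while Rpl3l was not called (0.07 ± 0.04, adjusted p = 0.265), except under median-of-ratios scaling (0.16, adjusted p = 0.0498, the lowest of alternatives that reached 0.39). No explanation was tested.

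Female MHS_RR replicate 3 carried Y-linked transcripts. The 4 Y-linked genes were at between 22.4% and 27.4% of the male mean, a ratio of 1.22 between highest and lowest, and Xist was at 17.3 TPM, above the highest male library (0.173 TPM) and below every other female library. A male library under a female label is argued against by Xist at 17.3 TPM, and carry-over alike in all libraries by a highest share of 1.75% in the other females. RNA of a male heart mixed in at 25.1% would raise autosomal genes that are higher in males by a median of 0.14, but the 8 such genes had a median of -0.104, with 2 above 0, and fell short of their expected values by a mean of 0.239 (standard error 0.0916). C7 was at 1.59 TPM against 3.16 expected and 1.68 in replicates 1 and 2. Over 152 genes called between the control sexes, the sex-linked list left out, the slope of the library's differences on those expected was 0.146. The other 11 female libraries lay between -0.28 and 0.307 (standard deviation 0.177). A mixture would give about 1 only if the expected differences were exact. They came from genes picked for a difference in the controls, where chance was not excluded for the count, so they tend to be too large. The slope thus does not decide. The 8 genes argue against a mixture with RNA like that of the male hearts measured here, while the low Xist goes with one. The source of the Y-linked transcripts stays open. No biological explanation was tested.

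Most called genes of the day 56 female comparison were lower (89.4%), and the technical readings were the scaling, GC and length trends, and single libraries. Under median-of-ratios scaling 64.9% of called genes were lower, above the 60% limit set for the scaling as the whole cause. After correction for GC content and length, which also centres each library, 52% were. With the trends removed and the library means kept 90.3% were, so the trends alone are not the whole cause. With only the centring 67.1% were. Scaling and centring set this balance and the shares have no spread, so whether either is the whole cause stays open. Neither scaling nor correction accounts for all of the fall of matrix genes. The mean of the whole list went from -0.401 to -0.313 under median-of-ratios scaling and -0.239 after the correction, so part of it went with them. Of the 17 called lower, 15 stayed called lower under median-of-ratios scaling and 12 after the correction, where their mean log2 fold change went from -0.957 to -0.861 and -0.745 with mean standard errors of 0.18, 0.173 and 0.168. The calls that ended after the correction did so as the fold changes shrank. The mean of the whole list was between -0.476 and -0.304 when 1 of the 6 libraries was left out, nearest to 0 without female control day 56 replicate 2, and 9 of the 17 were still called without that library or without MHS_RR replicate 2. A biological fall of matrix transcripts below the control level after reverse remodeling is a hypothesis that stays open, found and tested on the same data.

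Clock genes differed between groups, and the labels give no hour of collection. Over the 24 libraries the deviations of Arntl and Dbp from their group means, genes that peak at opposite hours, correlated at -0.862 (Pearson, permutation p = 6e-05) and -0.86 (Spearman, permutation p = 7e-05, 100000 permutations, the only pair tested), and at -0.78 without the 2 libraries farthest from the median. This is consistent with hours of collection that differed between libraries. Whether treatment was the only source is not decided by the female controls of the 2 days. Between them 4 of 4 genes differed by over 0.5, Arntl by 1.29, Ciart by -1.49, Per2 by -1.14 and Dbp by -0.961. None of them was called, and clock genes move together, so the 4 are not separate observations. The clock and fasting-responsive differences at day 56, such as Pdk4 and Angptl4, may mix hour and treatment, which stays open.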
